A study of Hydra vulgaris with 15 samples.

How the data were processed

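RNA was measured by sequencing in head and body column tissue of the freshwater polyp Hydra vulgaris, a small cnidarian whose tube-shaped body column carries a head with a mouth and tentacles. Animals had either been treated by RNA interference (RNAi) against Zic4, a transcription factor, or served as controls. RNAi lowers the messenger RNA of a chosen gene through matching double-stranded RNA, delivered here by electroporation. Per the labels, the polyps were starved for 4 days, electroporated 4 times, and lysed 1 day after the last electroporation, with 20 polyps per condition. Stranded libraries of polyadenylated RNA were made with an Illumina TruSeq kit, per the labels.

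The deposited table held expected counts, which are estimated read numbers per assembled transcript that need not be whole numbers. It listed 79784 contigs of a transcriptome assembly in 15 libraries, 1 column per library, and its header named the libraries by title. Of the nonzero values 74.2% were not whole, and the column totals differed between libraries, so the values had not been scaled to a common total. The program that estimated the counts, its version and its settings are not stated in the labels or the file header. Programs of this type divide reads that match several similar contigs between them, so contigs of near-identical sequence share reads, and an exact 0 can be a failed estimate. Values of single contigs are uncertain for that reason. Contigs are called transcripts here, and several of them can belong to 1 gene.

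Each library was assigned to its group by the treatment, replicate number and tissue given in its title, which gave 4 control heads, 3 control body columns with the replicate numbers 2, 3 and 4, 4 Zic4 RNAi heads and 4 Zic4 RNAi body columns. No column was left unassigned. A table of 28925 RefSeq genes of the assembly HydraT2T_AEP was searched for the contig IDs, and 0 IDs matched. Transcripts are therefore given by ID without gene names or positions. Comparisons of Zic4 itself and of known marker genes were left out for the same reason, and those genes were not analysed here.

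Expected counts were rounded to whole numbers, which changed a library total by at most 145 counts. Totals lay between 16020768 and 22554104 counts. Of the contigs, 15782 were at 0 in every library and 64002 had a count in at least 1 library. The filter filterByExpr of edgeR, applied with the 4 groups, left 31142 transcripts, which held between 99.7% and 99.8% of the counts of each library. Normalized counts (CPM, relative to the library total) were computed with TMM factors, which correct for differences in composition between libraries. A count of 3 or fewer was taken as the floor of detection, and where all libraries of a group lay at or under it, the fold is given as a lower limit, computed from the mean of the other group against the floor. These floors cover counting error only, since amplified reads are not independent molecules.

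Differences were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in 1 model of all 15 libraries with a mean for each of the 4 groups, and p-values were adjusted with the method of Benjamini and Hochberg (BH). Transcripts with an adjusted p-value under 0.05 are called differentially abundant. Sharing the spread between groups was chosen because the groups held 3 or 4 libraries each and the contrast between tissues needed all of them. The contrasts were RNAi against control in head, the same in body column, the difference between these effects, and head against body column in control and in RNAi animals. The labels state no test, and these choices were made before the data were examined, except where a choice is said to come from the values. Standard errors (SE) were derived from the fitted log2 fold change and its F statistic.

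Transcripts named in the text followed a fixed rule. For each RNAi contrast and for the control tissue contrast, they were the 2 with the largest rise and the 2 with the largest fall among differentially abundant transcripts whose groups overlapped in no library and whose higher group had a mean of at least 5 CPM. Other named transcripts are said to have been chosen after their values were seen. Principal components were computed on log2 CPM with a prior count of 2. Measures of whole libraries were compared with two-sided exact permutation tests, BH adjusted over 12 tests, including those of the second component, which were added after the components were seen. With 4 against 4 or 4 against 3 libraries the smallest p-value such a test can give is 0.0286.

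The RNAi effect on transcripts that differed between tissues was measured without reusing libraries. Transcripts were chosen with 2 of the 4 control heads, and the effect was measured against the other 2, over all 6 ways to choose them. Chosen transcripts had an adjusted p-value under 0.05 and a tissue difference of at least 1 on the log2 scale. The same measure was taken on counts simulated without an RNAi effect. Simulated shifts of 0.5 on the log2 scale were recovered as −0.43 and 0.47.

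The differential test was checked on 3 sets of simulated counts with transcripts of known change, drawn from the means and totals of the real libraries. Of the 189 to 192 changed transcripts that passed the filter, between 43.9% and 51.6% were recovered, and between 83.9% and 88.5% of those with at least 5 CPM. Unchanged transcripts made up between 2.30% and 6.60% of the calls, and 0 calls had the wrong sign.

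The alternatives tried were size factors of DESeq2 and library size in place of TMM, no filter and a stricter filter on low counts, the Wald test of DESeq2 1.42.0, voom of limma 3.58.1, the replicate number as a block, a required log2 fold change of at least 1, fits of only the groups compared, fits of replicates 2, 3 and 4 alone, and fits without each library in turn. Removal of each library's trend with abundance, by lowess with a span of 0.3, was added after the data were seen. So was a fit without the transcript that took the largest share of counts. Named transcripts were run again only with library size alone, the DESeq2 Wald test, the replicate block, the trend removed, and single libraries left out. The differential tests used counts and needed no pseudocount. The evenness of the gain of body-column-restricted transcripts was measured on log2 shares with 0.1 CPM added. Pseudocounts of 0.01 and 1 CPM, shares without a log, and only the transcripts above 0 in all RNAi heads were tried there after the data were seen. The prior count of 2 for log2 CPM was not varied.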

Results

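The study asked how the transcription factor Zic4 affects gene expression in separate parts of the polyp Hydra vulgaris, against a background of work on tentacles and on the identity of epithelial cells. RNA was sequenced from heads and from body columns of animals treated with RNAi against Zic4 and of control animals. There were 4 control heads, 3 control body columns, 4 Zic4 RNAi heads and 4 Zic4 RNAi body columns. The deposited values were expected counts per assembled transcript, and 31142 transcripts passed the filter on low counts.

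Depth did not differ between RNAi and control libraries beyond the spread within groups. Totals averaged 18640000 ± 1670000 counts in control heads (SD, n = 4) and 19960000 ± 541000 in RNAi heads (SD, n = 4; exact permutation p = 0.2, adjusted 0.24). Body columns had 16890000 ± 773000 counts in controls (SD, n = 3) and 19540000 ± 2680000 after RNAi (SD, n = 4; exact permutation p = 0.2, adjusted 0.24). Within groups, log2 CPM of pairs of libraries correlated with r between 0.944 and 0.973 across transcripts, which are not independent replicates. Counts of such pairs differed by far more than sampling noise, with chi-square statistics of 8.66 to 72.5 per degree of freedom. This cannot tell separate samples from separate libraries of 1 sample, since both can exceed counting noise. Each library was counted as a separate sample because of its label. The transcript with the largest share of counts, GGKF01002923.1, took between 0.838% and 9.75% of a library. Its share did not differ between RNAi and control heads beyond the spread within groups (exact permutation p = 0.743, adjusted 0.743). In body columns it averaged 2.475% ± 0.455% after RNAi (SD, n = 4) and 4.501% ± 1.9% in controls (SD, n = 3), a difference that did not pass the threshold (exact permutation p = 0.0857, adjusted 0.147). Without this transcript, 1483 transcripts were called between RNAi and control in heads and 640 in body columns. The labels name no sequencing or library batch.

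The level of Zic4 was not analysed here, because no contig ID matched a table of gene names. The treatment of each library therefore rests on its label alone, and the size of the knockdown is not given.

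The first principal component held 27.8% of the variance and separated the tissues. Control heads averaged −107.5 ± 9.77 on it (SD, n = 4) and control body columns 104.5 ± 3.65 (SD, n = 3). RNAi heads averaged −68.4 ± 6.09 (SD, n = 4), which placed them 18.5% of the way from control heads to control body columns. The 4 RNAi heads did not overlap the 4 control heads (two-sided exact permutation p = 0.0286, the smallest this design can give, adjusted 0.0686 over 12 tests). RNAi body columns averaged 97.5 ± 4.63 (SD, n = 4), which did not differ from control body columns beyond the spread between libraries (exact permutation p = 0.114, adjusted 0.171). Without the composition factor the position of RNAi heads was 21.8%, the largest move among the alternatives. The second component held 8.37% of the variance and separated RNAi from control libraries within each tissue. Its test was added after the plot of the components was seen. RNAi heads averaged 30.1 ± 25.8 and control heads −26.8 ± 19 on it (SD, n = 4 each; exact permutation p = 0.0286, adjusted 0.0686). RNAi body columns averaged 54.1 ± 6.67 (SD, n = 4) and control body columns −76.6 ± 31.9 (SD, n = 3; exact permutation p = 0.0286, adjusted 0.0686).

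**Figure D1:**
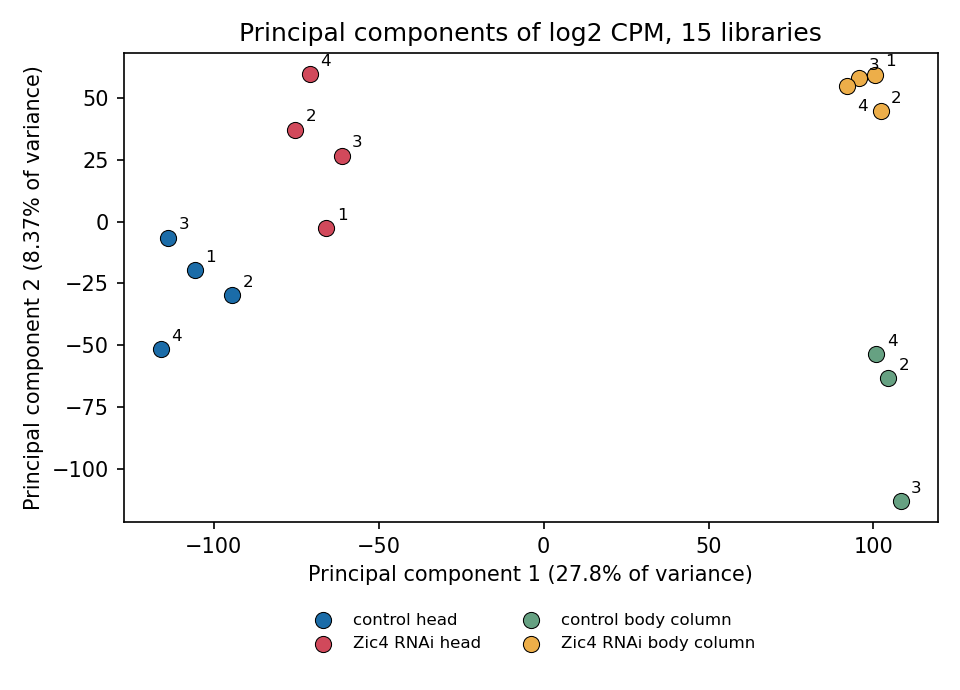
First and second principal component of log2 CPM (unitless scores, with the percent of variance on each axis) for the 15 libraries; each point is a library, coloured by group and numbered by replicate. RNAi heads lie between −75.4 and −61.3 on the first component, all to the right of the control heads, which lie between −116.1 and −94.5.

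At equal depth, fewer transcripts were detected in each RNAi head than in any control head. After all libraries were thinned to 16020768 counts, 37270 ± 468 transcripts had a count in RNAi heads (SD, n = 4) and 40050 ± 945 in control heads (SD, n = 4). The 4 RNAi heads lay under the 4 control heads, but the difference did not pass the threshold after adjustment (exact permutation p = 0.0286, adjusted 0.0686). In body columns the numbers were 36770 ± 335 after RNAi (SD, n = 4) and 35610 ± 1020 in controls (SD, n = 3), a difference in the other direction that did not pass the threshold (exact permutation p = 0.0571, adjusted 0.114).

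In heads, the comparison of RNAi with control animals found 1481 differentially abundant transcripts (edgeR quasi-likelihood test, BH adjusted p under 0.05), of which 824 were higher and 657 lower after RNAi. Their median absolute log2 fold change was 0.61, and 391 of them changed by at least 1 on the log2 scale, 177 up and 214 down. Across all tested transcripts, the 4 RNAi heads did not overlap the 4 control heads for 13.2%, against 2.86% that chance gives. Among the alternatives, the number was lowest with that requirement of at least 1 and highest with the DESeq2 Wald test, which called 3084. Without RNAi head replicate 2 the edgeR number was 966. The split into higher and lower depended on the scaling. With library size alone, 268 transcripts were higher and 840 lower, and the median log2 fold change of all transcripts moved from −0.020 to −0.14.

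**Figure D2:**
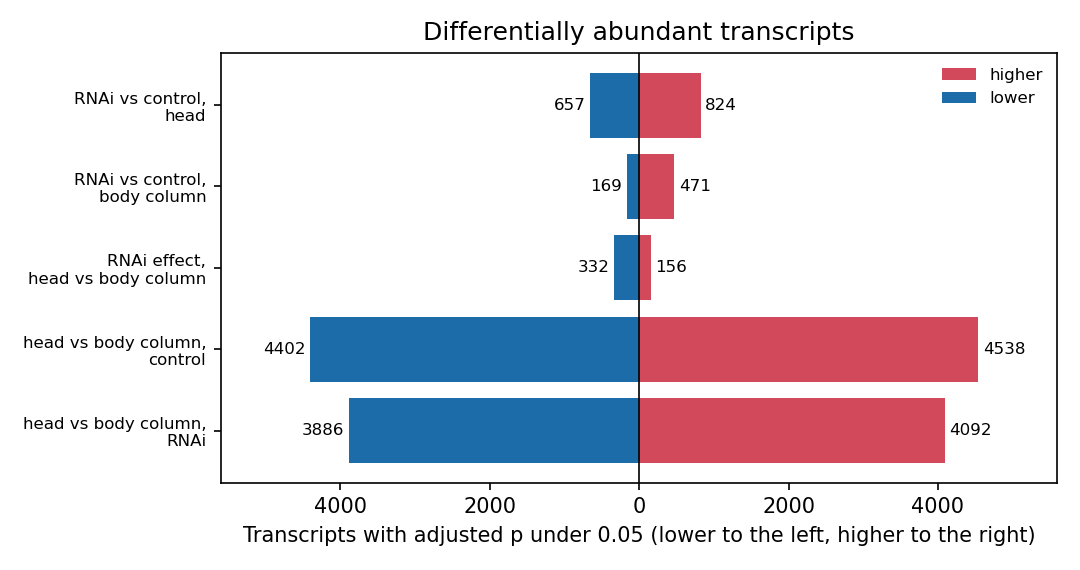
Number of differentially abundant transcripts (edgeR quasi-likelihood test, BH adjusted p under 0.05) in each of 5 comparisons; bars to the right count transcripts that were higher, bars to the left those that were lower, in the group or effect named first. The comparisons between tissues gave 8940 transcripts in control and 7978 in RNAi animals, more than the 1481 and 640 between RNAi and control.

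Among transcripts that rose in RNAi heads, GGKF01033006.1 was listed at 0 in all 7 control libraries and reached 5.15 ± 2.09 CPM in RNAi heads (SD, n = 4), a mean at least 30.8-fold higher, with 4 of 4 heads above all control heads (edgeR BH adjusted p = 0.000312). The same transcript had 6.94 ± 2.84 CPM in RNAi body columns (SD, n = 4; edgeR BH adjusted p = 0.00404). GGKF01025409.1 rose from 2.16 ± 2.67 CPM in control heads (SD, n = 4) to 39.1 ± 7.32 CPM in RNAi heads (SD, n = 4). Its log2 fold change was 4.20 with an SE of 0.48, and it was higher in 4 of 4 heads (edgeR BH adjusted p = 0.000253). DESeq2 gave no adjusted p-value for it. Control body columns had 175 ± 26.7 CPM of this transcript (SD, n = 3) and RNAi body columns 143 ± 14.7 CPM (SD, n = 4).

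Among transcripts that fell in RNAi heads, GGKF01012950.1 was at 7.07 ± 0.89 CPM in control heads (SD, n = 4) and listed at 0 in 4 of 4 RNAi heads, at least 43.8-fold lower than the mean of control heads (edgeR BH adjusted p = 0.0458). This call was not past the threshold in any of the 8 fits that each left out 1 head, where the edgeR BH adjusted p lay between 0.0736 and 0.0983. Over the alternatives run for this transcript the BH adjusted p ranged from 6.96e-24 with DESeq2 to 0.0983 with edgeR. GGKF01012950.1 was also listed at 0 in 2 of the 3 control body columns and in 1 of the 4 RNAi body columns, while the other libraries had up to 6.06 CPM, so an exact 0 can arise here without RNAi. GGKF01054028.1 fell from 7.7 ± 2.91 CPM (SD, n = 4) to 0.259 ± 0.313 CPM (SD, n = 4), lower in 4 of 4 heads. Its log2 fold change was −4.85 with an SE of 1.1 (edgeR BH adjusted p = 0.0224). Without control head replicate 4 its edgeR BH adjusted p was 0.076, and without RNAi head replicate 4 it was 0.0524. The lowest BH adjusted p over the alternatives run for it was 4.39e-05 with DESeq2. GGKF01017007.1, chosen after its values were seen because it was abundant, fell from 925 ± 187 CPM (SD, n = 4) to 109 ± 35.9 CPM (SD, n = 4) in 4 of 4 heads. Its log2 fold change was −3.09 with an SE of 0.25 (edgeR BH adjusted p = 2.81e-05), and it stayed past the threshold in all 8 fits that left out 1 head. Control body columns had 1.82 CPM of it on average.

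**Figure D3:**
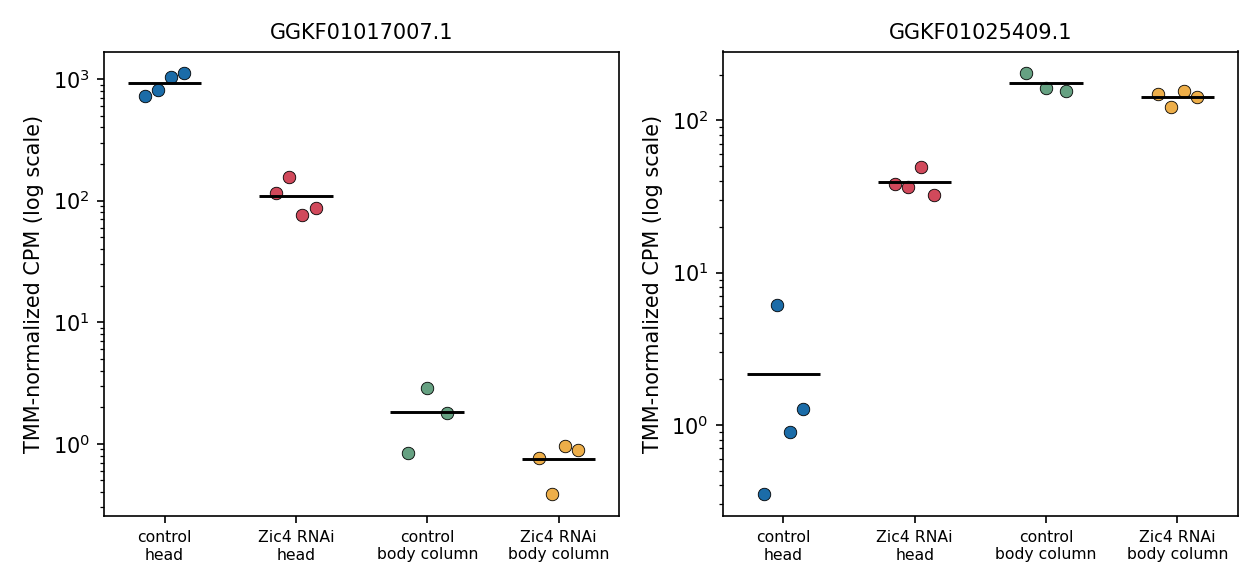
TMM-normalized CPM (log scale) of GGKF01017007.1 and GGKF01025409.1 in each of the 15 libraries; points are libraries and lines group means. GGKF01017007.1 averages 925 CPM in control heads and 109 CPM in RNAi heads, and GGKF01025409.1 averages 2.16 CPM in control heads, 39.1 CPM in RNAi heads and 175 CPM in control body columns.

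In body columns, 640 transcripts differed between RNAi and control animals (edgeR quasi-likelihood test, BH adjusted p under 0.05), 471 higher and 169 lower after RNAi. The median absolute log2 fold change of these was 0.50, and 111 changed by at least 1, 56 up and 55 down. The groups did not overlap for 15.8% of all tested transcripts, against 5.71% by chance. This number was less stable than that of the heads. A fit of the body columns alone called 100 transcripts, and without control body column replicate 3 the shared model called 103. With library size alone as scaling, 143 were called, 64 higher and 79 lower.

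The largest rises in body columns were those of GGKF01046104.1 and GGKF01055877.1, both listed at 0 in the 3 control body columns. GGKF01046104.1 reached 29.4 ± 3.74 CPM in RNAi body columns (SD, n = 4), a mean at least 153-fold higher, with 4 of 4 libraries above all control body columns (edgeR BH adjusted p = 0.0217). Its edgeR BH adjusted p was 0.0569 without control body column replicate 2 and 0.0863 without replicate 3. The lowest BH adjusted p over the alternatives run for it was 1.11e-08 with DESeq2. Control heads had 13.1 ± 5.16 CPM (SD, n = 4), and 1 of 4 RNAi heads was listed at 0. GGKF01055877.1 reached 22.8 ± 10.6 CPM (SD, n = 4), a mean at least 119-fold higher, with 7.5 CPM in the lowest of the 4 libraries (edgeR BH adjusted p = 0.0035), and it stayed past the threshold in all 7 fits that left out 1 body column. Control heads had 9.68 ± 5.94 CPM of it (SD, n = 4). The largest falls were those of GGKF01036181.1 and GGKF01024685.1, both listed at 0 in 4 of 4 RNAi body columns. GGKF01036181.1 had 12.9 ± 5.01 CPM in control body columns (SD, n = 3), a mean at least 67.9-fold above that after RNAi (edgeR BH adjusted p = 0.0341), and 6 of 7 fits that left out 1 library did not call it. The edgeR BH adjusted p in these 7 fits ranged from 0.0491 to 0.102, and the lowest over the alternatives run for it was 0.00172 with DESeq2. GGKF01024685.1 had 5.78 ± 2.22 CPM (SD, n = 3), a mean at least 30.3-fold above that after RNAi (edgeR BH adjusted p = 0.0421), and none of the 7 fits called it, with edgeR BH adjusted p from 0.0679 to 0.121. The lowest BH adjusted p over the alternatives run for it was 0.000121 with DESeq2.

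The RNAi effect itself differed between head and body column for 488 transcripts (edgeR quasi-likelihood test of the interaction, BH adjusted p under 0.05). The effect was more positive in the head for 156 and more negative in the head for 332. The DESeq2 Wald test gave 1836, and the edgeR number was 313 without control body column replicate 3. For GGKF01025409.1 the rise was larger in the head by 4.49 on the log2 scale (edgeR BH adjusted p = 0.00267), with 4 of 4 RNAi heads above all control heads. For GGKF01046104.1 and GGKF01055877.1 the rise was larger in the body column, with edgeR BH adjusted p of 0.0367 and 0.00508, and 4 of 4 RNAi body columns were above all control body columns. For GGKF01033006.1 the effects did not differ (edgeR BH adjusted p = 1), and for GGKF01017007.1 the difference did not pass the threshold (edgeR BH adjusted p = 0.178).

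Differential abundance in head and body column overlapped. In all, 174 transcripts were called in both tissues (odds ratio 8.34, Fisher's exact p = 7.75e-83). If each tested transcript were equally likely to be called, 30.4 would be expected. Calls were not equally likely: in heads 163 of 550 transcripts over 256 CPM were called higher, against 13 of 8210 under 1 CPM. In body columns these numbers were 81 and 3. The value of 30.4 is therefore too low, and the overlap beyond that due to abundance was not measured. The change had the same sign for 152 of the 174, 137 higher and 15 lower, and the opposite sign for 22 (odds ratio 27.6, Fisher's exact p = 1.53e-09). The contrasts share no library, but both came from 1 fit with a shared spread for each transcript. A transcript with a low spread is thus more easily called in both tissues, and the part of this in the overlap was not measured. Transcripts are also not independent of each other, so these p-values describe the lists only. Over all tested transcripts the log2 fold changes were almost unrelated between tissues (Spearman 0.0525, Pearson 0.0373, across transcripts). The number with the same sign was 26 with library size alone as scaling, and 37 with each library's trend with abundance removed.

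Between tissues of control animals, 8940 transcripts differed (edgeR quasi-likelihood test, BH adjusted p under 0.05), 4538 higher in the head and 4402 higher in the body column. In RNAi animals 7978 differed, 4092 higher in the head and 3886 higher in the body column. Changes of at least 1 on the log2 scale numbered 4318 in control and 3490 in RNAi animals, which were the largest moves among the alternatives. The control libraries of head and body column did not overlap for 36.9% of transcripts, against 5.71% by chance. GGKF01055380.1 was at 61.8 ± 5.47 CPM in control heads (SD, n = 4) and listed at 0 in control body columns, a mean at least 321-fold higher, with 4 of 4 heads above all control body columns (edgeR BH adjusted p = 1.7e-07). GGKF01027471.1 was at 240 ± 34.3 CPM in control heads (SD, n = 4), a mean at least 1250-fold above the 3 control body columns (edgeR BH adjusted p = 6.91e-07). In the other direction, GGKF01005705.1 had 34.5 ± 12.8 CPM in control body columns (SD, n = 3) and was listed at 0 in control heads, a mean at least 207-fold higher, with 3 of 3 body columns above all control heads (edgeR BH adjusted p = 8.26e-06). GGKF01059253.1 had 9.35 ± 2 CPM (SD, n = 3) against 0 in control heads, a mean at least 56-fold higher, with 3 of 3 body columns above all control heads (edgeR BH adjusted p = 0.00613). The transcripts GGKF01005705.1 and GGKF01059253.1 were listed at 0 in all 4 RNAi heads too.

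Transcripts higher in the head than in the body column of control animals, by at least 1 on the log2 scale, fell in RNAi heads as a group. With 2 control heads used to choose them and the other 2 to measure the effect, 1592 to 1766 such transcripts had a median log2 fold change of −0.33. It ranged from −0.38 to −0.29 over the 6 ways to choose the control heads, with an SD of 0.043 between the 4 RNAi heads, and 4 of 4 RNAi heads were below 0. Of these transcripts 81.8% were lower after RNAi. Simulated unchanged heads gave 0.017, and transcripts without a called tissue difference had a median of −0.0090. The 1345 to 1504 transcripts higher in the body column had a median log2 fold change of 0.061, within the SD of 0.17 between RNAi heads, and its range over the 6 ways ran from −0.033 to 0.17. A rise of these transcripts as a group was thus not shown. A required tissue difference of at least 2 on the log2 scale gave −0.46 for the transcripts higher in the head, the largest move among the alternatives.

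Transcripts nearly restricted to 1 tissue were then followed one by one, with limits chosen after the data were seen. Head-restricted transcripts had at least 10 CPM in every control head and a mean in control body columns under 0.02 of that in control heads, and body-column-restricted transcripts were defined the other way around. The 76 head-restricted transcripts kept a median of 0.845 of their control level in RNAi heads, with quartiles at 0.402 and 0.916. Of them 42 kept more than 0.8, 12 lay between, and 22 kept less than 0.5 (28.9%). Of these 22, 21 were under 0.5 in all 4 RNAi heads, and 21 were differentially abundant. Of the 42, 4 were over 0.8 in all 4 RNAi heads. RNAi head replicate 1 kept a median of 0.633 with 11 transcripts over 0.8, and the other RNAi heads kept medians of 0.814 to 0.903 with 40 to 42 over 0.8. In single RNAi heads the share under 0.5 was between 27.6% and 32.9%. In single control heads, measured against the remaining control libraries with lists made without the head in question, it was between 0% and 5.06%. The 24 body-column-restricted transcripts reached a median of 0.0929 of their body column level in RNAi heads, from 0 to 0.232, and 18 of them were differentially abundant. Of these 24, 6 were above 0.1 in all 4 RNAi heads and 8 were under 0.05 in all 4. The medians of single RNAi heads were between 7.16% and 10%, and those of control heads 0.0138%, 3.63%, 0.0868% and 0.197%. With library size alone as scaling, the share of head-restricted transcripts under 0.5 was 28.2% and the body-column-restricted median 0.0974.

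**Figure D4:**
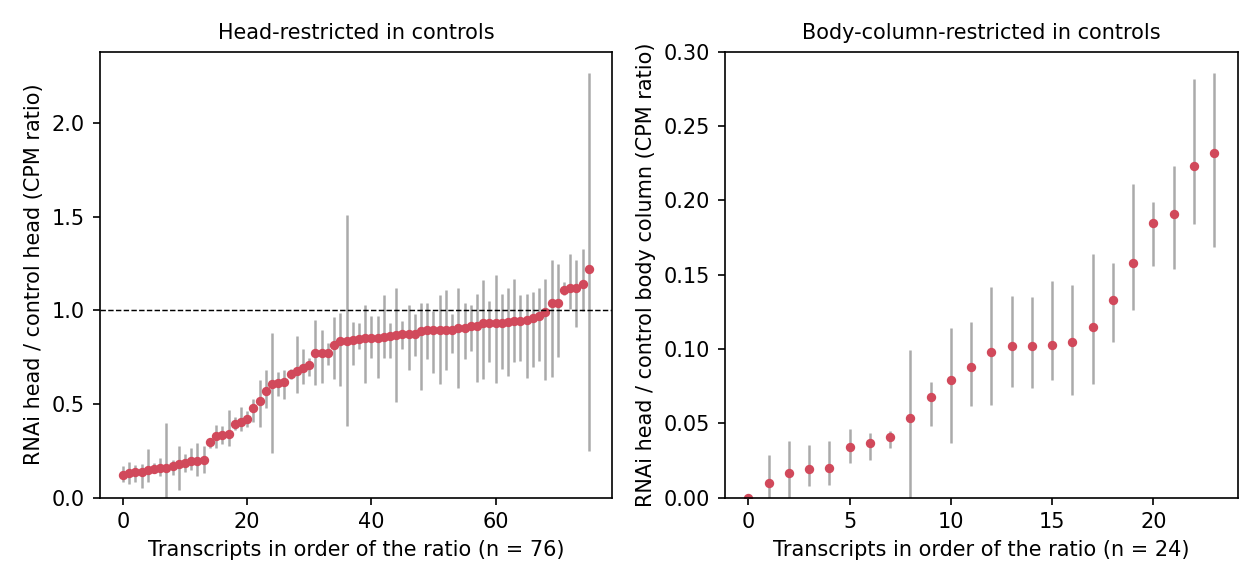
Level in RNAi heads relative to the mean of control heads for 76 head-restricted transcripts (left) and relative to the mean of control body columns for 24 body-column-restricted transcripts (right), both as CPM ratios in rising order; points are means and bars the range of the 4 RNAi heads. On the left 22 transcripts lie under 0.5 and 42 over 0.8, and on the right the ratios run from 0 to 0.232.

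The RNAi effect in heads also varied with abundance. The median log2 fold change was −0.38 for transcripts under 1 CPM, −0.14 from 1 to 4 CPM, 0.0020 from 4 to 16 CPM, 0.071 from 16 to 64 CPM, 0.12 from 64 to 256 CPM and 0.19 over 256 CPM. Differentially abundant transcripts over 256 CPM were higher in 163 cases and lower in 10, and those from 4 to 16 CPM were higher in 98 and lower in 255. In body columns the medians were −0.015, −0.045, −0.029, 0.059, 0.117 and 0.113 in the same classes. Differentially abundant transcripts over 256 CPM were higher in 81 cases there and lower in 2. When each library's trend with abundance was removed, 956 transcripts were called in heads, 335 higher and 621 lower, and 341 in body columns, 155 higher and 186 lower.

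**Figure D5:**
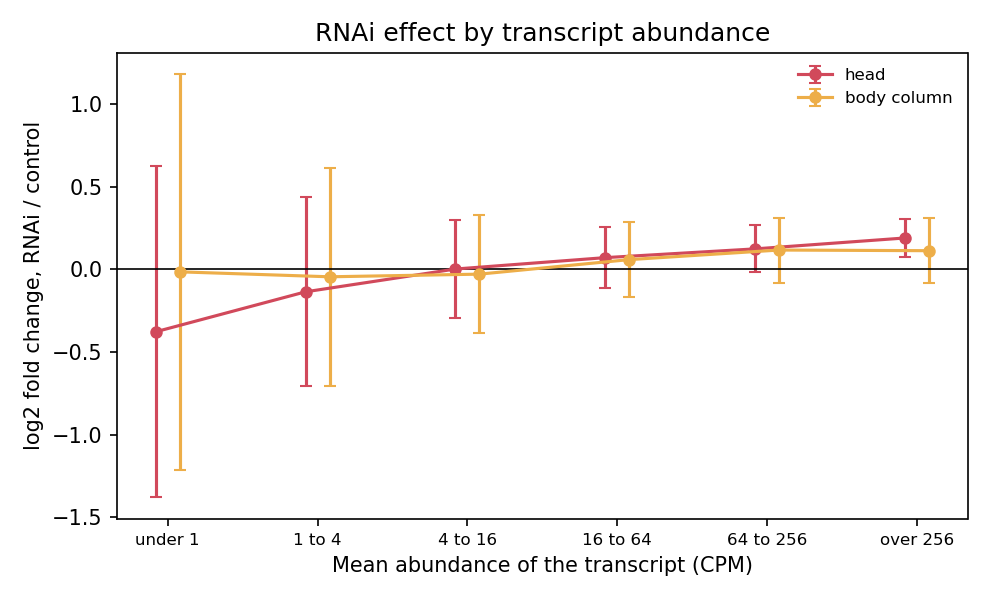
Median log2 fold change between RNAi and control libraries by mean abundance of the transcript (CPM classes), in heads and in body columns. Bars are the median absolute deviation between transcripts of a class, scaled up to match the SD of a normal distribution. In heads the median rises from −0.38 under 1 CPM to 0.19 over 256 CPM.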

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

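The tests of body-column-restricted transcripts, in control head replicate 2 and in RNAi heads, were chosen after their values were seen. Of 58 groups of 4 libraries examined, 6 held a library far from the others by Dixon's test, where chance gives about 1 in 20. Those of GGKF01025409.1 in control heads and of the body-column-restricted median concern the same library.

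In control head replicate 2, GGKF01025409.1 had 6.13 CPM, and the other control heads had between 0.349 and 1.27 CPM. The same library reached a median of 0.0363 of the body column level over body-column-restricted transcripts, against 0.000138 to 0.00197 in the other control heads. Over the 24 transcripts chosen on the mean of all 4 control heads, which favours no head, it was the highest control head for 21, or 87.5%, where about 1 in 4 would be expected if the heads were alike. The count restates the high median of this library and is not separate evidence, but it shows that the signal was spread over most of the 24 transcripts. A small amount of body column tissue or reads in this library could give such a signal. A real difference between the polyps of this replicate stays open, and no test separates it. The single library did not decide the RNAi result: the RNAi heads reached a median of 0.0929, and GGKF01025409.1 had at least 32.3 CPM in each of them.

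Control head replicate 3 kept a median of 1.11 of the level of the other control heads over head-restricted transcripts, and the others kept between 0.928 and 0.954. The same library had 18.5 CPM of GGKF01055877.1, against 5.79 to 7.28 CPM in the other control heads. No explanation was tested for either value.

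The other library values far from their group rest on few counts. RNAi body column replicate 4 had 0.127 CPM of GGKF01054028.1, which is 2 counts, and the other RNAi body columns were at 0. RNAi head replicate 2 had 0.537 CPM of GGKF01036181.1, which is 10 counts, and the other RNAi heads were at 0. No biological explanation was tested for these values.

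The RNAi effect differed between head and body column for 488 transcripts (edgeR quasi-likelihood interaction test, BH adjusted). Of 50 splits drawn from the 2450 possible regroupings within tissues, 2 gave as many, the real one included. The other split gave 509 and combined the real labels of the body columns with heads whose labels were reversed except for 1 in each group. Of the other splits, 2 also kept the real labels of the body columns, with mixed heads, and called 2 and 3 transcripts. The next highest number after 509 was 195. With replicates 2, 3 and 4 alone in all groups the number was 188, below the 313 to 444 found when 1 library was left out. That fit has 1 library fewer in each group except the control body columns, so a part played by the unequal number of control libraries and the loss of power cannot be told apart. A tissue-specific response to Zic4 RNAi remains open as a biological hypothesis.

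Of the named transcripts, 3 had an RNAi effect that differed between tissues. GGKF01025409.1 rose in heads and not in body columns (edgeR interaction, BH adjusted p = 0.00267), with a difference of 4.49 on the log2 scale and 4 of 4 RNAi heads above all control heads. It was already at 175 CPM in control body columns, so body column tissue in RNAi heads could add to its level there. The gain of body-column-restricted transcripts was uneven, which argues against admixture of whole body column tissue at an even share. Its spread on log2 shares, with 0.1 CPM added, was 5.11 times its error (3.92 with 0.01 CPM and 7.19 with 1 CPM). This error leaves out that of the control body column means and other levels in RNAi body columns, so the argument is limited. GGKF01046104.1 and GGKF01055877.1 rose in 4 of 4 body columns (edgeR interaction, BH adjusted p = 0.0367 and 0.00508), with means at least 153-fold and 119-fold above the floor. Both were listed at 0 in the 3 control body columns but at 13.1 ± 5.16 and 9.68 ± 5.94 CPM in control heads. GGKF01046104.1 was also listed at 0 in RNAi head replicate 1, while the other RNAi heads had 10.1 to 28.8 CPM. Reads assigned wholly to a similar contig may produce such zeros, which was not tested and stays open. The call of GGKF01046104.1 in body columns was lost without control body column replicate 3 (edgeR, BH adjusted p = 0.0863, against 1.11e-08 with DESeq2 as the lowest of the alternatives run for it). Its log2 fold change was 12.12 in that fit and 12.11 with all libraries, so the lost call does not bear on how reads were assigned.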

How the results depend on the processing

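Head against body column gave 8940 transcripts in control animals and 7978 in RNAi animals, and the number stayed within 1.5 times of these under each scaling, filter, tool and block tried. A required log2 fold change of at least 1 gave 4318 and 3490. Library size alone changed the split in control animals to 5329 higher and 3238 lower in the head. Fits that each left out 1 library gave 7614 to 8326 in control and 6963 to 7447 in RNAi animals.

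The RNAi effect in heads gave 1481 transcripts, 824 higher and 657 lower. The DESeq2 Wald test called 3084, including 1475 of the same transcripts with the same sign. A required log2 fold change of at least 1 left 391. Removal of the abundance trend, chosen after the data were seen, gave 956 (335 higher, 621 lower), and 861 of these were among the 1481. Library size alone gave 1108 (268 higher, 840 lower), voom 1976 (890 higher, 1086 lower), and a fit of heads alone 1238 (528 higher, 710 lower). Whether more transcripts rose or fell in heads thus depended on the setting. Library size alone leaves out the TMM factor. This factor averaged 0.9912 ± 0.0452 in RNAi heads and 1.076 ± 0.0387 in control heads (SD, n = 4 each), without overlap (exact permutation p = 0.0286, adjusted 0.0686). The cause was not tested further. Leaving out 1 head gave 966 to 1228 transcripts, the lowest without RNAi head replicate 2.

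The RNAi effect in body columns gave 640 transcripts. It gave 100 in a fit of body columns alone, 143 (64 higher, 79 lower) with library size alone, 194 with replicates 2, 3 and 4 only, 274 without a filter on low counts, 341 (155 higher, 186 lower) without the abundance trend, 111 with a log2 fold change of at least 1, and 2529 with the DESeq2 Wald test. The cause was not tested, except that the fit without a filter tested 64002 transcripts and the fit of replicates 2, 3 and 4 had fewer libraries. Leaving out 1 body column gave 103 to 545, the lowest without control body column replicate 3.

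The difference of the RNAi effect between tissues gave 488 transcripts, 1836 with the DESeq2 Wald test, 309 with a log2 fold change of at least 1 and 188 with replicates 2, 3 and 4 only. Leaving out 1 library gave 313 to 444, the lowest without control body column replicate 3. The cause was not tested, except that fewer libraries entered the fits with libraries left out. In all of these fits more effects were negative than positive in the head relative to the body column.

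Transcripts called in both tissues with the same sign numbered 152. They numbered 26 with library size alone, 56 without a filter, 37 without the abundance trend and 8 with a log2 fold change of at least 1. Most of this agreement was lost with the trend removed, so a large part of it may rest on the trend. The causes of the other changes were not tested.

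With the replicate number as a block, 987 transcripts were called in heads, 101 in body columns and 249 for their difference, and 8080 and 7318 between tissues. Libraries of the same number did not deviate together: over 21 such pairs the correlation of deviations lay between −0.083 and 0.093, with a median of −0.012. The number therefore pairs no libraries here, and the block changed the call of 4 of the 13 named transcripts.

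The median log2 fold change in RNAi heads of transcripts higher in the head was −0.33. It was −0.459 with a tissue difference of at least 2, −0.432 with library size alone, and −0.419 with all 4 control heads in both steps, where simulated unchanged heads gave −0.060. Leaving out 1 RNAi head gave −0.346 to −0.321. For transcripts higher in the body column the value stayed within the spread between RNAi heads in each setting, from −0.056 to 0.17. The share of head-restricted transcripts under 0.5 of control was 28.9% and became 25% with a limit of 0.05 of the other tissue. The median of body-column-restricted transcripts in RNAi heads was 0.0929 and became 0.0519 with a minimum of 5 CPM. Leaving out 1 RNAi head gave 28.9% to 30.3% and 0.0845 to 0.101. The position of RNAi heads on the first principal component was 18.5% and lay between 17.6% and 21.8%.

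For the named transcripts, 147 values under alternatives gave 113 with the call kept, 34 no longer past the threshold and 0 reversed. Of the 34, 25 came from leaving out 1 library, 4 from the block, 3 from library size alone and 2 from removal of the abundance trend. DESeq2 gave no adjusted p for GGKF01025409.1. Zic4 itself and marker genes were not run, because IDs could not be matched to names, and pseudocounts in the differential tests were not run, because the table held counts. The spread of the gain of body-column-restricted transcripts over its error was 5.11 with a pseudocount of 0.1 CPM. In alternatives chosen after the data were seen it was 3.92 with 0.01 CPM, 7.19 with 1 CPM, 5.77 on shares without a log, 6.02 over the 20 transcripts above 0 in all RNAi heads, and 4.08 to 5.25 when 1 RNAi head was left out. Depth limits rare transcripts: 8210 of those tested lay under 1 CPM, and 13 of them were called higher and 16 lower in heads.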

Other observations

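The tests of head-restricted and body-column-restricted transcripts, of transcripts above or below all control libraries, and of transcripts above the floor in only 1 treatment were chosen after the result was seen.

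In the comparisons other than the interaction, other splits of the libraries gave fewer calls than the real ones. In heads, 1 of 35 splits of the 8 libraries gave as many as 1481 transcripts, which was the real one, and the highest other number was 3. In body columns, 1 of 35 splits gave as many as 640, the real one, and the highest other number was 7. Between tissues, 1 of 35 splits gave as many in control animals and 1 of 35 in RNAi animals, again the real ones. The highest other number was 2635 in control animals, from a split that moved only control head replicate 2 to the body columns, and 2 in RNAi animals. The labels name no batch, so a difference in handling or library preparation that followed the treatment was not tested and stays open for every comparison of RNAi with control.

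RNAi heads lost a part of the head-restricted transcripts and gained body-column-restricted ones, and a first candidate explanation is body column tissue cut with the heads. A mixture lowers every head-restricted transcript by the same share. In the RNAi heads 28.9% of 76 head-restricted transcripts kept under 0.5 of the control level, 21 of them in all 4 heads, while body-column-restricted transcripts reached at most 0.232 of the body column level. A mean share over 0.8 was kept by 42, though by 4 of them in all 4 heads, and by 11 in RNAi head replicate 1. A simulated mixture with 20% body column had 6.58% of head-restricted transcripts under 0.5. The gain was uneven too: its spread between body-column-restricted transcripts, on log2 shares with 0.1 CPM added, was 5.11 times the error between RNAi heads, and 1.13 times in the simulated mixture. Over the 20 transcripts above 0 in all RNAi heads, without a pseudocount, it was 6.02 times. The simulated mixture was drawn from the same control body column means that its shares were divided by. Error of those means, and other levels in RNAi body columns, thus enter only the real value and can raise it. The uneven loss of head-restricted transcripts argues against an even admixture of the whole body column as the only cause. The uneven gain argues for this less firmly. Tissue from a part of the body column could give an uneven gain, but on its own it would lower all head-restricted transcripts alike. A change in the cells of the head after Zic4 RNAi, such as the loss of 1 cell state and the gain of another, is a hypothesis that stays open, and a change in the share of cell types in the head was not tested.

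A mixture of tissues also lies between its parts. In 515 transcripts all 4 RNAi heads lay above all 7 control libraries, against 23 in the simulated mixture, and in 318 they lay below. The 8 heads were also split in all 70 ways, with the control body columns kept. The 68 splits that mixed RNAi and control heads gave 48 to 334 transcripts above all other libraries, and the 4 control heads lay above the RNAi heads and control body columns in 1573. After removal of the abundance trend 370 lay above, and mixed splits gave 44 to 268. These values argue against body column tissue as the only cause of the rises. The 318 below exceeded the mixed splits, which gave 45 to 275. The 323 below after removal of the trend did not exceed the mixed splits, which gave 84 to 328, so the falls depended on the setting. A response to Zic4 RNAi outside the range of both tissues, or a batch that follows the treatment, may explain them.

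The RNAi effect in heads rose with abundance, by 0.57 on the log2 scale from the rarest to the most abundant class. Deeper sequencing of RNAi heads was tested by thinning all libraries to one depth, which left 0.564. A shift of the head towards body column levels was tested on 5876 to 6081 transcripts without a tissue difference in controls, which still showed 0.509, against 0.53 over all transcripts with the same measure. Neither explains the trend. In body columns the same difference was 0.13, and there RNAi libraries did not contain fewer transcripts at equal depth. A loss of rare transcripts in RNAi heads, for example through fewer cell types, and a difference in RNA quality that followed treatment stay open as explanations that may apply.

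When the trend was removed, 58.1% of all calls in heads remained, but in body columns only 43.3% remained. The share in heads differed by direction. Calls higher after RNAi numbered 335 in place of 824, so most rises were not kept, and calls lower after RNAi numbered 621 in place of 657. The trend may thus account for most rises called in heads. The body column calls are thus consistent with a large contribution of the trend within libraries, and 155 of the 341 calls left were higher against 471 of 640 before.

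Taking 3 counts as the floor, 1 transcript was above it in all 8 RNAi libraries and in none of the 7 control libraries, and 2 were above it in all controls and in no RNAi library. They were chosen after their values were seen: GGKF01033006.1, with 45 to 212 counts in RNAi libraries, and GGKF01015246.1 and GGKF01033616.1 in controls. GGKF01033616.1 had up to 2 counts in RNAi libraries and 6 to 17 in controls, and the others were at 0 in the lower treatment. Of 2450 splits within tissues, 18 gave as many such transcripts or more, the real one included, the median split gave 0 and the highest number was 4. So many were rare among the splits, which argues against zeros that arise at random from reads shared between similar contigs, though another grouping gave more. A transcript that depends on the treatment may explain it, as may a sequence variant that differed between the polyps used for RNAi and for control, or a batch that followed the treatment. None of these was tested.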
